# I13 overrides resistance mediated by the T315I mutation in chronic myeloid leukemia by direct BCR-ABL inhibition

**DOI:** 10.3389/fphar.2023.1183052

**Published:** 2023-04-12

**Authors:** Congying Gao, Lei Zhang, Yun Xu, Xiangyu Ma, Peilei Chen, Zhe-Sheng Chen, Liuya Wei

**Keywords:** chronic myeloid leukemia, BCR-ABL-T315I mutation, imatinib resistance, HDAC inhibitor, acetylation of histones

## Abstract

Chronic myeloid leukemia (CML) is a myeloproliferative neoplasm caused by a BCR-ABL fusion gene. Imatinib has significantly improved the treatment of CML as a first-generation tyrosine kinase inhibitor (TKIs). The T315I mutant form of BCR-ABL is the most common mutation that confers resistance to imatinib or the second-generation TKIs, resulting in poor clinical prognosis. In this work, we assessed the effect of a potent histone deacetylase (HDAC) inhibitor, I13, on the differentiation blockade in CML cells harboring T315I-mutated and wild-type BCR-ABL by MTT assay, flow cytometery, cell colony formation assay, mRNA Sequencing, Quantitative real-time PCR and Western blotting analysis. We found that I13 possessed highly potent activity against T315I-mutated BCR-ABL mutant-expressing cells and wild-type BCR-ABL-expressing cells. I13 induced cell differentiation and significantly suppressed the proliferation of these CML cells *via* the cell cycle G0/G1-phase accumulation. Moreover, it was revealed that I13 triggered the differentiation of BaF3-T315I cells, which was attributed to the block of the chronic myeloid leukemia signaling pathway *via* the depletion of BCR-ABL that was mediated by the inhibition of HDAC activity presented by the acetylation of histones H3 and H4. Taken together, I13 efficiently depleted BCR-ABL in CML cells expressing the BCR-ABL-T315I mutation, which blocked its function, serving as a scaffold protein that modulated the chronic myeloid leukemia signaling pathway mediating cell differentiation. The present findings demonstrate that I13 is a BCR-ABL modulator for the development of CML therapy that can override resistance caused by T315I-mutated BCR-ABL.

## Introduction

Chronic myeloid leukemia (CML) is a clonal proliferation disease representing 15%–20% of newly diagnosed cases of leukemia (O'Hare et al., 2012). CML is caused by the presence of the BCR-ABL fusion gene, which is formed by a translocation between chromosomes 9 and 22 (Liu et al., 2018; Hochhaus et al., 2020). BCR-ABL has a tyrosine kinase activity and triggers several cellular signaling pathways, such as the Janus kinase (JAK)/signal transducer and activator of transcription (STAT), mitogen-activated protein kinase (MAPK)/extracellular signal-regulated kinase (ERK), and phosphatidylinositol 3-kinase (PI3K)/AKT, to regulate cell proliferation, differentiation, apoptosis, survival, migration, and DNA repair. Hence, BCR-ABL is the molecular target for CML treatment, which protects leukemic cells from the normal programmed cell death that leads to the development of CML (Cortes et al., 2021; Minciacchi et al., 2021). Moreover, CML cells are characterized by high proliferative capacity with a block in mature myeloid cell differentiation (Faderl et al., 1999).

The first-generation tyrosine kinase inhibitor (TKI), imatinib, was approved by the US Food and Drug Administration (FDA) in 2001 for the management of CML. It was shown to significantly improve 5-year relative survival rates for patients with chronic-phase CML due to the inhibition of the activation of BCR-ABL by reducing the phosphorylation of the BCR-ABL oncoprotein (Redner, 2010). Hence, imatinib became the first and best example of a successful targeted therapy against cancer (Jabbour and Kantarjian, 2020). However, clinical studies have shown that approximately 20%–30% of CML patients develop primary or secondary resistance to imatinib. The known mechanisms of resistance to imatinib include mutations in the kinase domain of BCR-ABL, BCR-ABL amplification, BCR-ABL overexpression, and the persistence of quiescent CML leukemic stem cells (Braun et al., 2020; Ozgur Yurttas and Eskazan, 2020). Mutations in the BCR-ABL kinase domain have been the most common mechanism of acquired imatinib resistance (Zhou et al., 2018). More than 70 point BCR-ABL mutations have been found in CML patients. Among them, the T315I mutation was responsible for approximately 20% of the acquired resistance to TKIs, resulting in a poor prognosis (Lee et al., 2021). The second-generation TKIs, such as dasatinib, nilotinib, and bosutinib, have been developed and are effective on patients with all but the T315I mutation (Kantarjian et al., 2009; Osman and Deininger, 2021). Ponatinib, a third-generation TKI, was developed to target BCR-ABL-T315I mutations (Cortes et al., 2012); however, they were shown to induce very serious toxic reactions, which meant they had to be withdrawn from the market (Anagnostou and Litzow, 2018; Ozgur Yurttas and Eskazan, 2020). To the delight of CML patients, asciminib was approved by the US FDA in 2021 to treat patients with CML who suffer resistance to or unacceptable adverse effects from TKIs or with the BCR-ABL-T315I mutation. Therefore, drug resistance mediated by the T315I mutant form of BCR-ABL remains a challenge.

Histone deacetylases (HDACs) are a family of enzymes that play pivotal roles in the modulation of gene expression by deacetylating lysine residues on histones (H2A, H2B, H3, and H4) or other proteins in chromatin. Histone acetylation/deacetylation is an epigenetic process mediated by HDACs and histone acetyltransferases (HATs). HDACs, together with HATs, regulate the dynamic balance between acetylation and deacetylation and play a central role in cell proliferation, apoptosis, and differentiation (Abujamra et al., 2010; Sarkar et al., 2020). Once histone acetylation levels are dysregulated in a normal cell, it leads to the imbalance of the original gene expression levels, which in turn leads to tumorigenesis (Wang et al., 2020). HDAC inhibitors (HDACi) are novel drugs for tumor-targeted therapy that inhibit tumor cell proliferation and induce cell differentiation or apoptosis by increasing the acetylation level of intracellular histones (Manal et al., 2016; Eckschlager et al., 2017). Some representative HDACi, such as SAHA, LBH58925, PDX10124, and FK228, have been approved to treat cutaneous T-cell lymphoma by the US FDA (Pojani and Barlocco, 2021).

I13, an indole-3-butyric acid derivative and a potent HDACi (Chen et al., 2021), was found to reduce the proliferation of acute myeloid leukemic cells by inducing cell differentiation in our previous study (Ma et al., 2022). This current study investigated the inhibitory activity of I13 against CML cells with T315I-mutated and wild-type BCR-ABL and sought to understand the underlying mechanism of I13 action.

## Materials and methods

### Reagents and instrument

The structures of I13 prepared in our laboratory and the imatinib purchased from Selleckchem (Houston, United States) are presented in Figure 1A. Stock solutions of I13 with 95% purity and imatinib dissolved in DMSO were stored at −20°C. RPMI-1640 medium, streptomycin/penicillin (S/P), and fetal bovine serum were acquired from GIBCO in Carlsbad, United States. Propidium iodide (PI) staining buffer (#550825) and an annexin V-fluorescein isothiocyanate (FITC)/PI kit were acquired from BD Biosciences in San Diego, United States. The MTT reagent, Wright–Giemsa stain solution, and DMSO (dimethyl sulfoxide) were purchased from Sigma-Aldrich in St. Louis, United States. The FITC anti-human/mouse CD11b (# 101205), PE anti-human CD13 (#301704), FITC anti-human CD14 (#301804), and PE anti-mouse/human CD15 (#15125605) for the detection of cell surface antigen expression were acquired from Biolegend Inc., San Diego, United States. The FITC anti-mouse CD14 (ab307635) and PE anti-mouse CD13 (ab33490) were acquired from Abcam in MA, United States. MethoCult™ M3134 (#03134) and H4100 (#04100) were acquired from the Technologies Inc. of STEMCELL in Vancouver, Canada. GAPDH mAb (#5174), histone H3 mAb (#4499s), acetyl-histone H3 mAb (Ac-H3, #8173), histone H4 mAb (#2935), acetyl-histone H4 (Ac-H4, #2594), BCR-ABL (#3902), and p-BCR-ABL (phospho-BCR-ABL, #3901) were acquired from Cell Signaling Technology in Beverly, United States. The SPARKscript RT Plus Kit (#AG0304) and SYBR Green qPCR Mix (#AH0104) were purchased from SparkJade (Shandong, China). The flow cytometry analysis was performed on a flow cytometer BD Accuri C6 (San Jose, United States).

**FIGURE 1:**
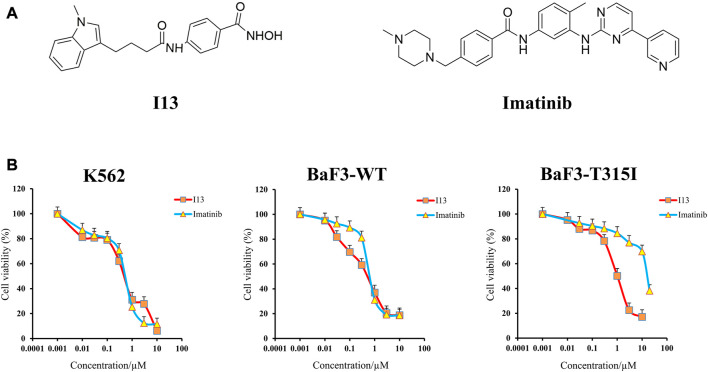
Anticancer efficacy of I13 on CML cells. **(A)** Structure of I13 and imatinib. **(B)** The effect of I13 or imatinib on the proliferation of K562, BaF3-WT, and BaF3-T315I cells stimulated with I13 or imatinib (0–20 µM) for 72 h. Error bars represent the SD of the mean.

### Cell culture

Murine BaF3-T315I cells harboring T315I-mutated BCR-ABL, BaF3-WT cells with wild-type BCR-ABL (BaF3-WT), and K562 (human CML cells) were used. The BaF3 cells provided by Dr. Brian J. Druker were stably transfected with either wild-type or T315I-mutated BCR-ABL. The cells were maintained in a RPMI-1640 complete medium with 10% fetal bovine serum and 1% S/P with 5% CO_2_ at 37°C.

### Measurement of cell proliferation

The inhibitory effects of I13 and imatinib on the proliferation of CML cells were measured by the colorimetric MTT assay. The cells were grown for 24 h in 96-well glass bottom plates. After incubation, I13 or imatinib was added to each well for 72 h, then 20 µL of MTT solution (4 mg/mL) was added, and the mixture was maintained for 4 h. Then, 150 µL DMSO was added to each well to dissolve the obtained formazan crystals. Finally, the absorbance of the formazan was determined at 570 nm by Multiskan FC Microplate Photometer (Thermo Scientific Inc., MA, United States).

### Analysis of cell cycle distribution

The cells were stimulated with I13 for different periods, then collected, washed, and fixed with ice-cold 70% ethanol solution, and they remained stable at −20°C for 24 h. The cells were washed with PBS and incubated with PI (50 mg/mL) with 100 mg/mL of RNase A for 30 min at room temperature in the dark. The DNA content of sub G1, G0/G1, S, and G2/M, was determined using the flow cytometer. Finally, the cell cycle distribution was analyzed using ModFit software.

### Analysis of cell apoptosis rate

The indicated concentration of I13 or imatinib was used to stimulate the cells. After incubation, the cells were harvested and washed twice with a cold PBS. They were collected by centrifugation and resuspended in 100 µL of fresh 1× binding buffer, followed by staining with 5 µL of the annexin V-FITC buffer and 5 µL of PI solution for 30 min at room temperature in the dark. The cell apoptosis rate was detected using the flow cytometer.

### Analysis of cell morphology

The indicated concentration of I13 was used to stimulate the cells for 72 h. After incubation, the cells were harvested and washed twice with a PBS buffer. The slides were prepared and air-dried. The adherent cells were stained using Wright–Giemsa dye solution for about 10 min. Finally, a light microscope was used to observe and photograph the cell morphology.

### Measurement of expression of cell surface antigens

The cells were exposed to the same concentration of I13 used in the cell morphology analysis for 72 h. After treatment, the cells were harvested, washed, and cultured with a specific antibody for 30 min at room temperature in the dark. The expression level of cell surface markers was detected by the flow cytometer.

### Measurement of cell colony formation ability

The cells were incubated with I13 in 24-well plates in a 2.6% methylcellulose medium (MethoCult H4100 and M3134 were used for K562 and BaF3 cells, respectively) containing 10% FBS for 14 days. Colonies composed of ≥50 cells were observed and scored under an inverted microscope.

### mRNA sequencing analysis

To quantify the genome-wide distribution of BaF3-T315I cells incubated with the indicated I13, mRNA sequencing was performed. As described previously, Ma et al., 2022 the cells were collected, and RNA was isolated from the cells. The Illumina genome analyzer was used to sequence the library of cDNA, and the expression levels of individual genes were normalized to the fragments per kilobase of transcript per million of the mapped data. Identification of the differentially expressed genes (DEGs) analysis was performed with an adjusted *p* value less than 0.05 and | log_2_ (fold change) | ≥ 0.58). KEGG enrichment analysis of these DEGs was carried out using the R language clusterProfiler package, and an adjusted *p*-value of less that 0.05 was used as the cut-off criteria.

### Analysis of relative gene expression using quantitative real-time PCR

The BaF3-T315I cells were incubated with I13 (1.1 µM) for 24, 48, or 72 h and then collected and lysed using the TRIzol reagent (Invitrogen Life Technologies) to obtain the total RNA. The SPARKscript II RT Plus Kit was used to synthesize the first strand cDNA. The Ct value of each gene in triplicate reactions was detected using the SYBR Green method on an Applied Biosystems 7,500 Fast System. The mRNA expression levels of the target genes were normalized to GAPDH expression levels using the 2^−ΔΔCt^ method. The primers were presented as follows: GAPDH (mouse) forward 5′- CAA​GGT​CAT​CCA​TGA​CAA​CTT​TG-3′, reverse 5′-GTC​CAC​CAC​CCT​GTT​GCT​GTA​G-3´ (Alhasan et al., 2016); BCR-ABL (mouse) forward 5′-AAG​CGC​AAC​AAG​CCC​ACT​GTC​TAT-3′, reverse 5′-CTT​CGT​CTG​AGA​TAC​TGG​ATT​CCT-3´ (Lan et al., 2017).

### Western blotting analysis

The BaF3-T315I cells were exposed to I13 for 72 h, and then they were collected, washed, and lysed with a radioimmunoprecipitation assay (RIPA) buffer. The denatured protein lysates were isolated by electrophoresis on sodium dodecyl sulfate (SDS)–polyacrylamide gel (PAGE), and the desired protein lysates were transferred onto a polyvinylidene difluoride (PVDF) membrane. The 5% skim milk was used as a blocking solution, and the membrane was placed in it and blocked at room temperature for 2 h. Then, the membrane was exposed to the desired primary antibody overnight at 4°C. Finally, the secondary antibody was used to incubate the membrane at room temperature for 1 h, and an enhanced chemiluminescence detection reagent (Fluor Chem Q, United States) was used to visualize the protein bands.

### Statistical analysis

The results are representative of the data obtained from three independent experiments performed in triplicate. They are shown as the mean along with standard deviation denoted by error bars. The difference between the experiment and control group was determined using SPSS 13.0 one-way ANOVA, followed by Dunnett’s test. The difference was considered statistically significant when the *p*-value was less than 0.05 (*p < 0.05 and **p < 0.001).

## Results

### I13 shows significant anti-proliferation activity against CML cells expressing T315I-mutated or wild-type BCR-ABL

It can be seen from Figure 1B that the proliferation of BaF3-T315I, BaF3-WT, and K562 cells was significantly inhibited after the treatment of I13 with the IC_50_ value of 1.00 ± 0.02 µM, 0.59 ± 0.01 µM, and 0.57 ± 0.01 µM, respectively. The concern is that I13 was much more efficient (16-fold) than imatinib with the IC_50_ of 16.26 µM in reducing the proliferation of BaF3-T315I. In addition, I13 also suppressed the proliferation of the K562 and BaF3-WT cells with a comparable potency of imatinib with the IC_50_ value of 0.62 ± 0.01 µM and 0.74 ± 0.02 µM, respectively. These results suggest that I13 has strong inhibitory activity against imatinib-resistant CML cells carrying T315I-mutated BCR-ABL.

### I13 induces G0/G1 arrest in both BCR-ABL T315I mutation and wild-type CML cells

To better potentially understand the mechanism of the proliferation inhibition induced by I13, the cell cycle progression of cells affected by I13 was evaluated. It can be seen from Figures 2A, B that I13 exposure resulted in a significant increase in the proportion of the cells in the G0/G1 phase, with increasing treatment time in the BaF3-T315I, K562, and BaF3-WT cells, which demonstrated the G0/G1 arrest induced by I13. The data suggest that the inhibitory effect of I13 on the proliferation of CML cells is due to the induction of the G0/G1 cell cycle arrest.

**FIGURE 2:**
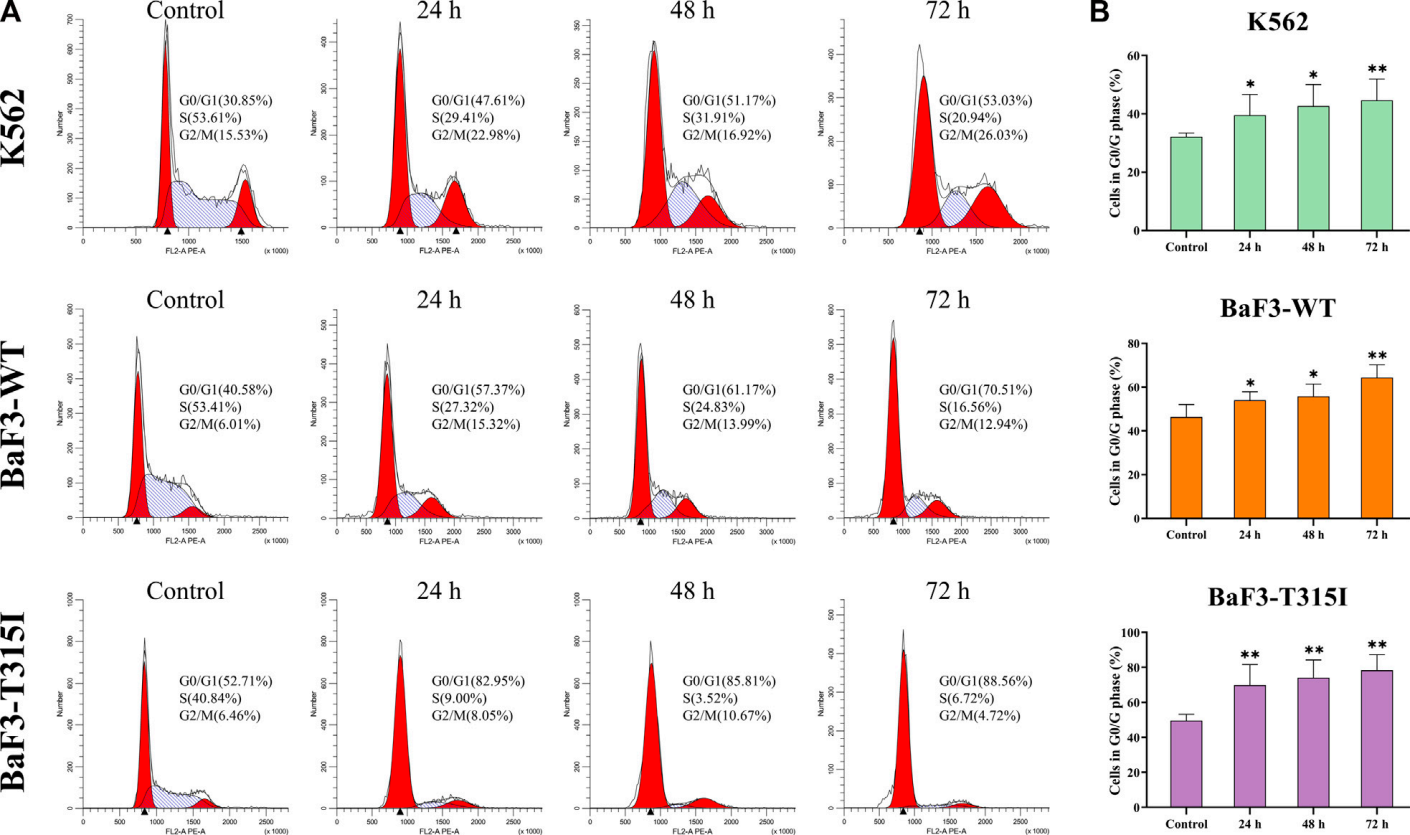
I13 blocks cell cycle progression in CML cells. **(A)** K562, BaF3-WT, and BaF3-T315I cells were treated with I13 at 0.5, 0.6, or 1.1 µM, respectively, for 24 h, 48 h, or 72 h. **(B)** A bar graph presenting the population of G0/G1 phase cells (*p < 0.05, **p < 0.01).

### I13 treatment did not promote the appearance of signs of apoptosis in both BCR-ABL T315I mutation and wild-type CML cells

In order to investigate whether the observed inhibition of cell proliferation was caused by cell apoptosis, BaF3-T315I, K562, and BaF3-WT cells were stimulated with the indicated concentrations of I13 or imatinib. Less apoptosis was observed when BaF3-T315I, K562, and BaF3-WT cells were exposed to I13 at less than 2.2, 1, and 1.2 µM, respectively (Figures 3A, B). In contrast, K562 and BaF3-WT cells treated with 1 and 1.2 µM of imatinib, respectively, showed substantial apoptosis. These data indicate that the proliferation inhibition of CML cells harboring T315I-mutated or wild-type BCR-ABL is not related to apoptosis after the treatment of BaF3-WT, k562, and BaF3-T315I cells with I13 at less than 1.2, 1, and 2.2 µM, respectively.

**FIGURE 3:**
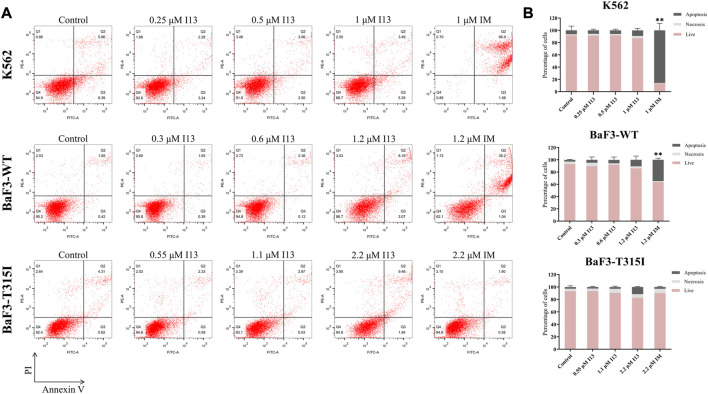
I13 had no significant effects on cell apoptosis in CML cells. **(A)** The effect of I13 on the cell apoptosis in cells incubated with I13 or imatinib for 72 h. **(B)** The bar graph showing the cell apoptosis rate. The K562 cell was incubated with 0.25, 0.5, and 1 µM of I13 or imatinib at 1 µM. The BaF3-WT cell was cultured with 0.3, 0.6, and 1.2 µM of I13 or 1.2 µM of imatinib. The BaF3-T315I cell was stimulated with 0.55, 1.1, and 2.2 µM of I13 or 2.2 µM of imatinib for 72 h (**p < 0.01).

### I13 promotes cell differentiation in both BCR-ABL T315I mutation and wild-type CML cells

Since the proliferation inhibitory effect of I13 on BaF3-T315I, K562, and BaF3-WT cells was not related to induction of cell apoptosis, a cell morphological analysis and cell surface differentiation antigen analysis were performed on these cells. As shown in Figure 4A, BaF3-T315I, K562, and BaF3-WT cells demonstrated significant morphological changes, including a decreased nuclear-to-cytoplasmic ratio and increased cell size, which indicates that the cell differentiation block could be overcome when these cells are stimulated with 1.1, 0.5, and 0.6 µM of I13, respectively. Additionally, the treatment of I13 markedly up-regulated the expression levels of CD11b (a differentiation marker of granulocyte/monocyte), CD13 (a differentiation marker of granulocyte/monocyte), CD14 (a differentiation marker of monocyte/macrophage), and CD15 (a differentiation marker of granulocyte/monocyte) in BaF3-T315I cells. Similarly, I13 treatment elevated the CD11b and CD14 expression levels in the K562 and BaF3-WT cells. In addition, I13 exposure elevated the expression of CD13 in BaF3-WT cells (Figures 4B, C). The data reveal that the inhibition activity of I13 against CML cells harboring T315I-mutated or wild-type BCR-ABL may be associated with the induction of cell differentiation. Hence, these concentrations of I13 were used in the experiments, including the cell cycle, colony formation assay, and mechanism research.

**FIGURE 4:**
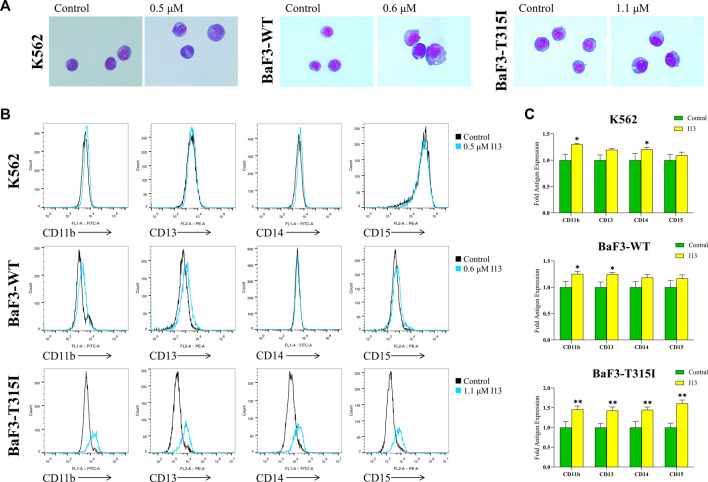
I13 promoted the differentiation of K562, BaF3-WT, and BaF3-T315I cells characterized by the change of morphology and cell surface markers. **(A)** Morphological changes of cells stained with the Wright–Giemsa dye solution and examined with light microscopy (×1,000). **(B)** Cell surface antigen expression was detected by flow cytometry. **(C)** The mean intensity of fluorescence is shown in a bar graph. The BaF3-T315I, K562, and BaF3-WT cells were stimulated with 1.1, 0.5, or 0.6 µM of I13, respectively, for 72 h (*p < 0.05, **p < 0.01).

### I13 significantly inhibits colony formation capacity in both BCR-ABL T315I mutation and wild-type CML cells

We further assessed how I13 affects the colony formation ability of these CML cells. The cell colony formation ability was significantly decreased in a concentration-dependent manner (Figures 5A, B). These data reveal that I13 significantly depresses the colony-forming ability of both the BCR-ABL T315I mutation and wild-type CML cells.

**FIGURE 5:**
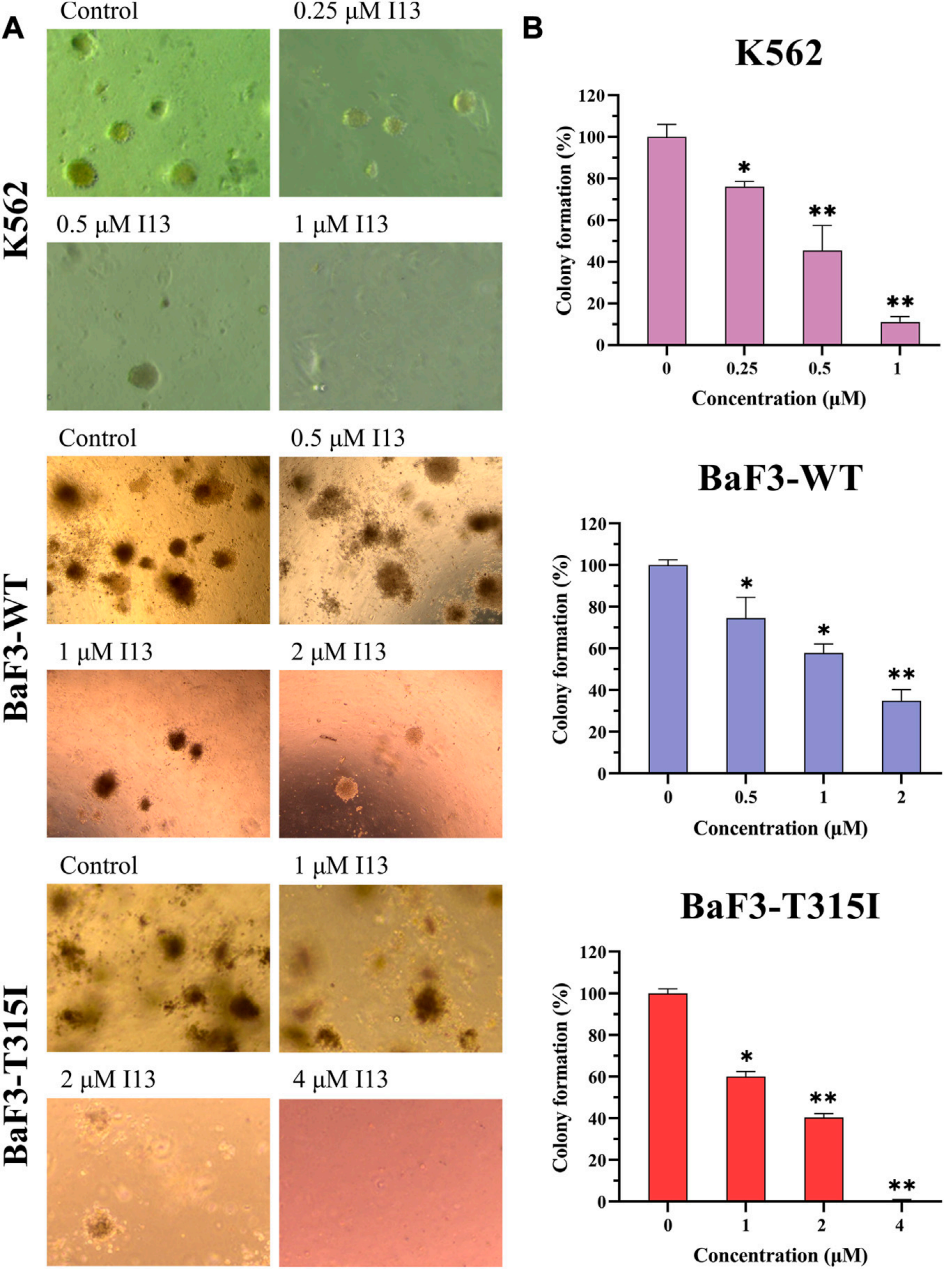
The effect of I13 on the colony-forming efficiency of K562, BaF3-WT, and BaF3-T315I cells. **(A)** Colony formation assay of cells exposed to I13 in a methylcellulose medium. **(B)** The relationship of the number of colony formation assays to the concentration of I13 is shown in the bar graph (*p < 0.05, **p < 0.01).

### I13 promotes cell differentiation by HDAC inhibition coupled with block of chronic myeloid leukemia signaling pathway in BCR-ABL T315I mutation CML cells

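BaF3-T315I cells, a murine line stably transfected with T315I-mutated BCR-ABL, were sequenced in 6 samples, 3 controls and 3 exposed to 1.1 µM of I13 for 48 h. mRNA was enriched and made into stranded libraries, and the authors deposited the FPKM of 22413 mouse genes in each sample, the fragments on a gene relative to its length and to the mapped fragments of the library. The aligner, the counting program, the genome build and the annotation are not named in the paper's text. The FPKM values could be turned back into whole fragments and a whole gene length for 99.95% of the genes, which gave the library total behind each column. These totals were 17722950, 17632514 and 17622311 fragments in control replicates 1, 2 and 3, and 17623236, 16762119 and 17506309 fragments in I13 replicates 1, 2 and 3. Between 97.5% and 97.8% of each total fell on the listed genes, so depth differed little between the groups. The values were compared as log2(FPKM + 0.1) with limma, in the 12163 genes with a mean FPKM of at least 0.5 over the 6 samples. The p-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p below 0.05 and an absolute log2 fold change of at least 0.58, the thresholds of the paper. A log2 fold change on this scale understates the change of genes with a low FPKM. The paper's text does not name the test behind its differentially expressed genes. The control and I13 samples share replicate numbers, and a fit with the replicate number as a block was made beside the fit without it.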

mRNA sequencing was used to understand the molecular control involved in the differentiation of BaF3-T315I cells mediated by I13. In Figure 6A, it can be seen that the expression of 81 genes declined, and 234 genes were elevated, which was presented in the volcanic diagram, indicating that I13 was not a global transcriptional regulator (Figure 6B). 

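In the fit without the block, 4 genes were elevated and 1 gene was decreased among the 12163 genes tested, and 5 genes had an adjusted p below 0.05 with no limit on the fold change. At an unadjusted p below 0.05 there were 2266 genes, against 608 that chance alone would give. With the replicate block, 166 genes were elevated and 64 were decreased, together 1.89% of the genes tested, and all 5 genes called without the block were among them. In the fit without the block, no gene was called with any 1 of the 6 samples left out, while 1478 to 2482 genes had an unadjusted p below 0.05. In the fit with the block, leaving out both samples of replicate 1 gave 78 elevated and 5 decreased genes, and leaving out those of replicate 2 or 3 gave 0, with 1638 and 3160 genes at an unadjusted p below 0.05. The long noncoding RNA Gm12606 had the largest log2 fold change among the genes called, with 0.723 ± 0.154 FPKM (SD, n = 3) in the control and 5.27 ± 0.945 FPKM (SD, n = 3) after I13. Its log2 fold change was 2.70 (standard error 0.21, adjusted p = 0.0301 from limma). Ccr1 rose from 0.979 ± 0.328 to 6.24 ± 0.907 FPKM (SD, n = 3 each), a log2 fold change of 2.60 (standard error 0.26, adjusted p = 0.0484 from limma). Ggh rose from 12.3 ± 1.44 to 27.1 ± 2.17 FPKM (SD, n = 3 each), a log2 fold change of 1.13 with the same adjusted p. Mir674 had a log2 fold change of 1.80, resting on 10 fragments in the 3 controls and 35 in the 3 I13 samples. The decreased gene was Tns1, which fell from 5.66 ± 0.417 to 2.36 ± 0.117 FPKM (SD, n = 3 each), a log2 fold change of -1.23 (standard error 0.12, adjusted p = 0.0484 from limma). The median log2 fold change over the genes tested was -0.005, and 9.41% of the genes reached the fold change threshold in either direction whatever their p. The share of genes without any change was estimated from the p-values at 71.7% without the block and 59.5% with it. Variation that genes share between samples also lowers this estimate. Control replicates 1 and 3 and I13 replicate 3, set against the other samples, had 2228 genes at an unadjusted p below 0.05. The estimate therefore does not measure the share of genes that respond to I13. From the number of genes past its thresholds, the paper concludes that I13 is not a global transcriptional regulator.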

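Of the genes that the paper lists for the chronic myeloid leukemia pathway, Tgfbr1, Gadd45b, Mdm2, Gadd45g, Polk, Rb1 and Cdkn2a were higher after I13, and Cdk4 and Ctbp1 were lower. Each of these 9 genes had an unadjusted p below 0.05, and none had an adjusted p below 0.05 over all genes tested, where the adjusted p ran from 0.0989 to 0.191. Adjusted over the list alone, all 9 were below 0.05, which is not independent evidence because the list was chosen on these samples. With the replicate block, Mdm2, Tgfbr1, Ctbp1 and Cdk4 had an adjusted p below 0.05 over all genes tested, and of these only Mdm2 also reached the fold change threshold. Mdm2 rose from 14.3 ± 1.43 to 23.7 ± 2.67 FPKM (SD, n = 3 each), a log2 fold change of 0.72 (standard error 0.12, adjusted p = 0.0989 from limma, and 0.0322 with the block). Cdk4 was the most abundant of the 9 and fell from 135 ± 10.5 to 97.2 ± 3.52 FPKM (SD, n = 3 each), a log2 fold change of -0.47 (standard error 0.09, adjusted p = 0.106 from limma, and 0.049 with the block). Cdkn2a had the largest log2 fold change of the 9, 1.35 (standard error 0.40, adjusted p = 0.159 from limma). It was listed at 6.79, 2.27 and 6.63 FPKM in control replicates 1, 2 and 3 and at 11.2, 10.8 and 14.7 FPKM in the I13 replicates, and without control replicate 2 its log2 fold change was 0.84. The log2 fold changes of Gadd45g, Gadd45b and Rb1 were 0.99, 0.64 and 0.64. Those of Tgfbr1, Polk and Ctbp1 were 0.56, 0.48 and -0.43, so these genes and Cdk4 lay under the fold change threshold. Tgfbr1 reached 0.60, however, with the FPKM rescaled to TPM. Gadd45b fell under the threshold with a pseudocount of 1 (0.543) and without I13 replicate 3 (0.525). Rb1 fell under it without I13 replicate 2 (0.517). In 8 of the 9 genes the values of the control and I13 samples did not overlap, which chance gives in 10% of genes and which was seen in 25.2% of all genes tested. The exception was Tgfbr1, which was nonetheless higher after I13 in each of the 3 pairs of same-numbered samples. With control replicates 1 and 3 and I13 replicate 3 set against the other samples, 24.2% of all genes tested did not overlap. That split was chosen after seeing the data, and the remaining splits of 3 against 3 gave only 2.9% to 9.8%. A share near 25.2% is therefore not unique to the split between control and I13, but most splits gave far less.

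**Figure D1:**
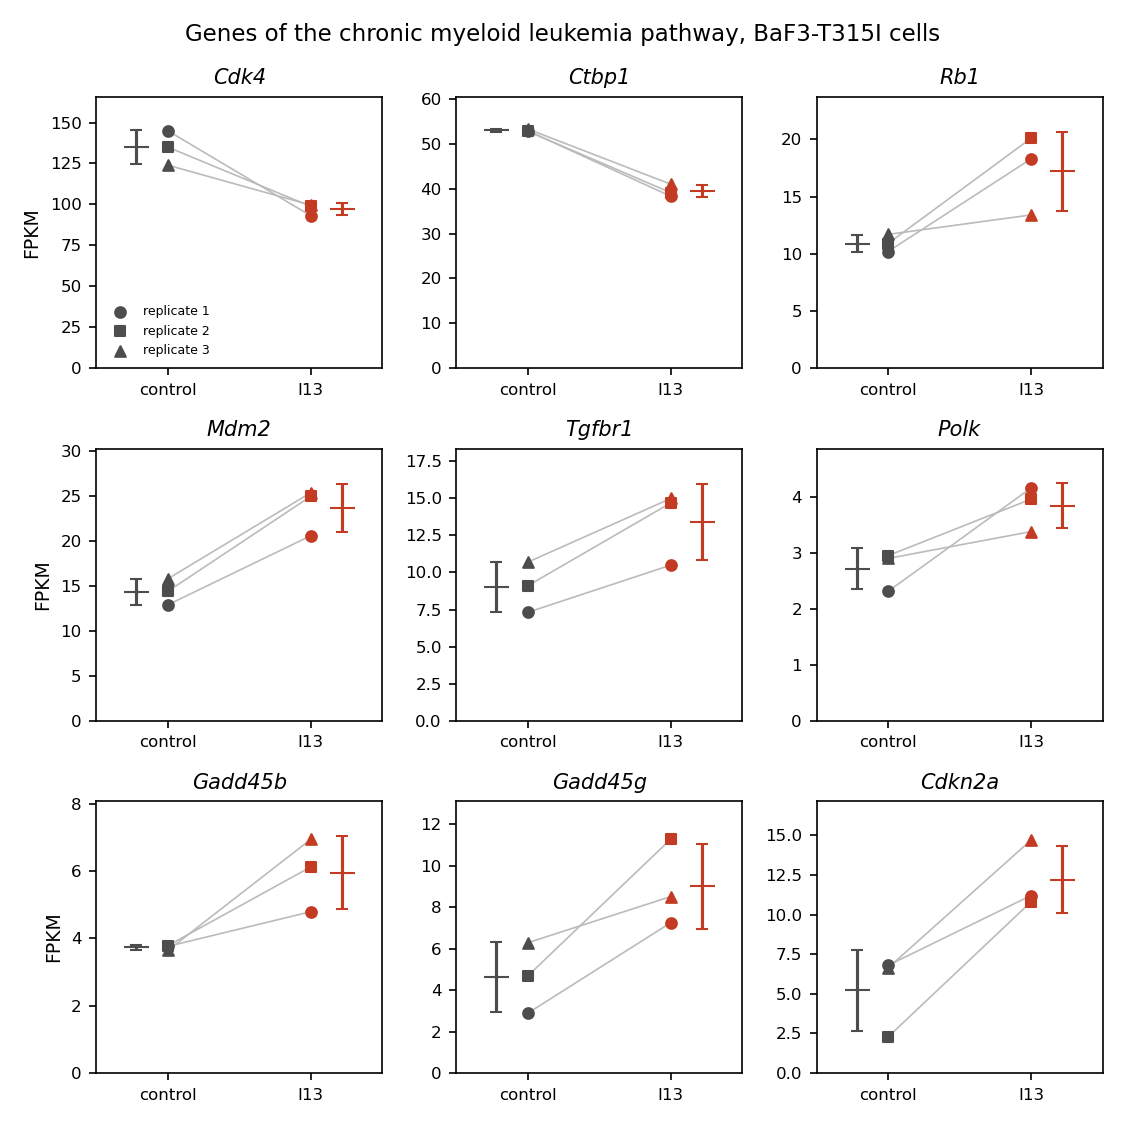
FPKM (linear axis from 0) of the 9 genes in each control and I13 sample, with grey lines joining samples of the same replicate number, and the mean and SD of each group (n = 3) drawn beside the points. In each of the 3 pairs the 2 genes Cdk4 and Ctbp1 are lower after I13 and the other 7 genes are higher.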

KEGG analysis in the BaF3-T315 cells showed that the chronic myeloid leukemia signaling pathway (genes such as Cdk4, Tgfbr1, Gadd45b, Mdm2, Gadd45g, Polk, Rb1, Ctbp1, and Cdkn2a were enriched) was involved in the I13 treatment (Figure 6C). Since CML is caused by the BCR-ABL, we explored whether I13 affects the BCR-ABL expression at the mRNA and protein level in BaF3-T315I cells. As shown in Figure 7A, treatment with I13 at 1.1 μM significantly down-regulated the BCR-ABL mRNA expression level in a time-dependent manner. Furthermore, the expression level of the BCR-ABL protein was depleted after exposure to I13 at 1.1 μM in the BaF3-T315I cells (Figures 7B, C). These data exhibited that BCR-ABL was markedly down-regulated at both the mRNA and protein level after I13 treatment; however, imatinib could not alter the expression. Hence, the inhibitive activity of I13 against the cellular proliferation of cells carrying the BCR-ABL T315I mutation was attributed to the depleting of the BCR-ABL oncoprotein resulting in the decrease of p-BCR-ABL.

**FIGURE 6:**
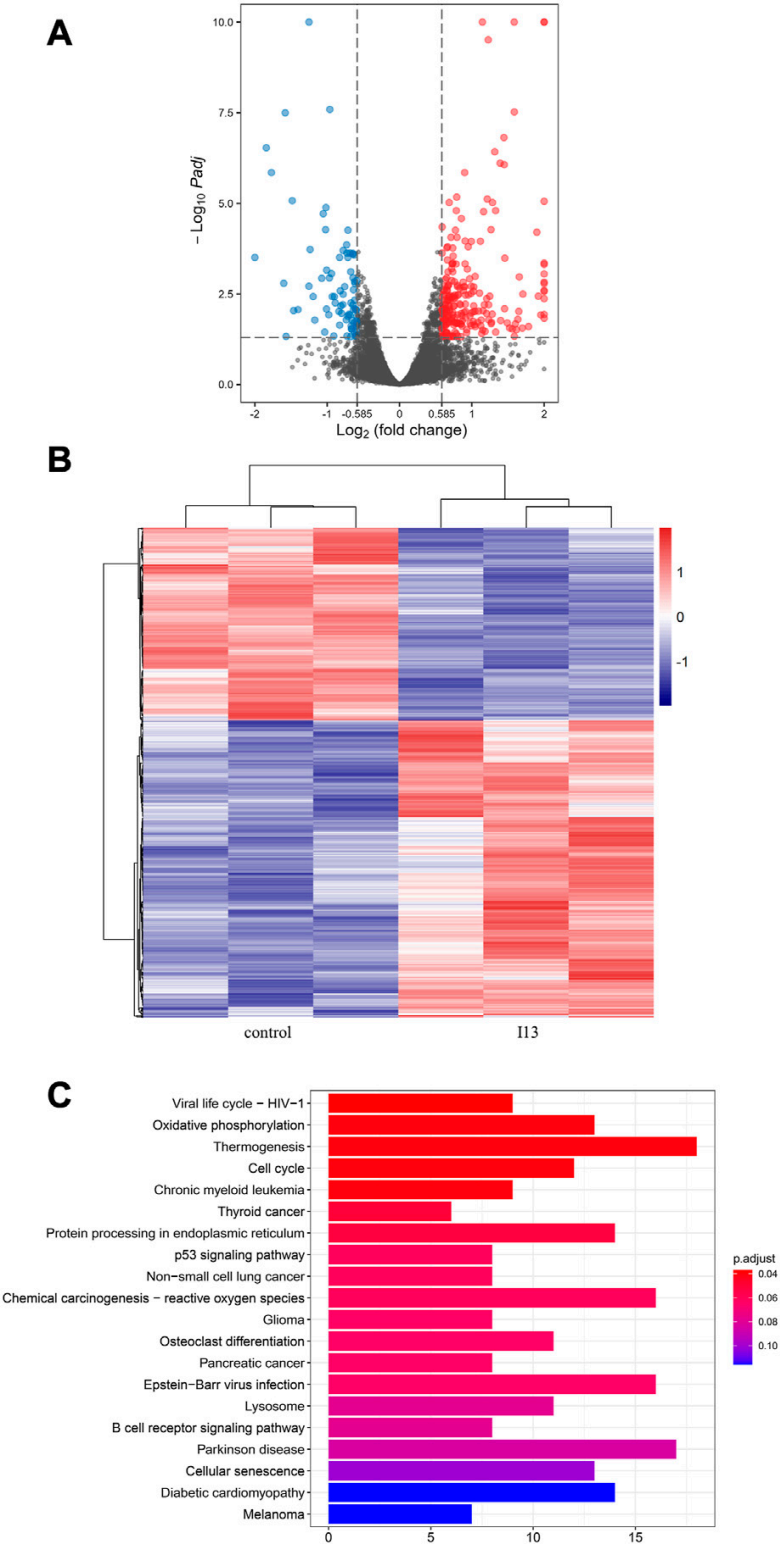
mRNA sequencing analysis in BaF3-T315I cells exposed to I13. **(A)** Volcano plots of differentially expressed genes. **(B)** The cluster heatmap of differentially expressed genes. **(C)** KEGG pathway analysis of DEGs. BaF3-T315I cells were stimulated with I13 at 1.1 µM for 48 h.

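Over the 12163 genes tested, the log2(FPKM + 0.1) values of the 6 samples were closely related, with Pearson correlations across genes from 0.962 to 0.967 within the control group, 0.962 to 0.968 within the I13 group and 0.945 to 0.967 between the groups. Genes are not independent replicates, so these values describe the libraries only. The first principal component held 30.3% of the variance and placed every I13 sample above every control, though control replicate 3 at -3.1 lay nearer to I13 replicate 2 at 4.9 than to control replicate 2 at -40.9. The second component held 24.0% and set control replicates 1 and 3 and I13 replicate 3 apart from the other samples. Of the sum of squares over all genes, 27.7% lay between the conditions on 1 degree of freedom and 44.2% between the replicate numbers on 2, with 28.1% left over on 2.

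**Figure D2:**
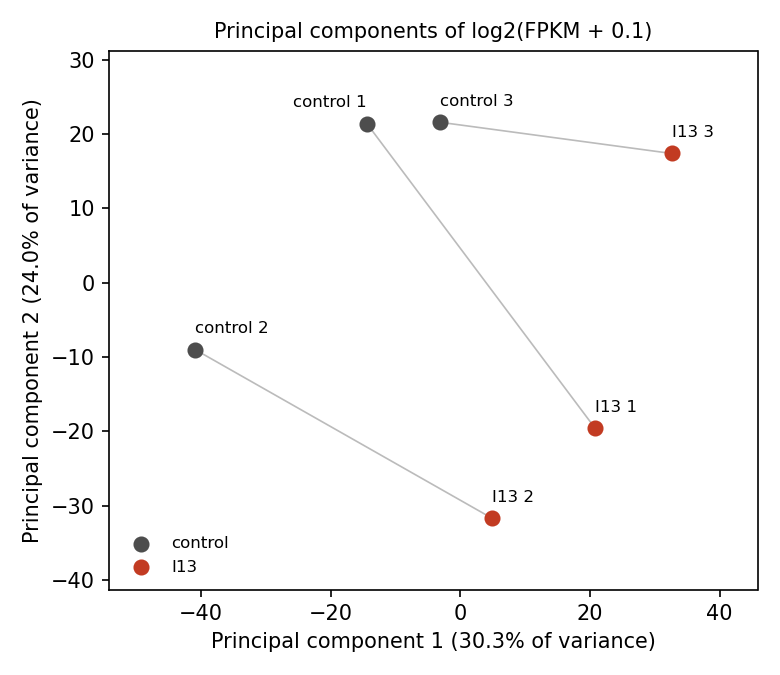
First and second principal components (arbitrary units) of log2(FPKM + 0.1) for the 3 control and 3 I13 samples, with grey lines joining samples of the same replicate number. The I13 samples lie between 4.9 and 32.6 on the first component and the controls between -40.9 and -3.1.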

**FIGURE 7:**
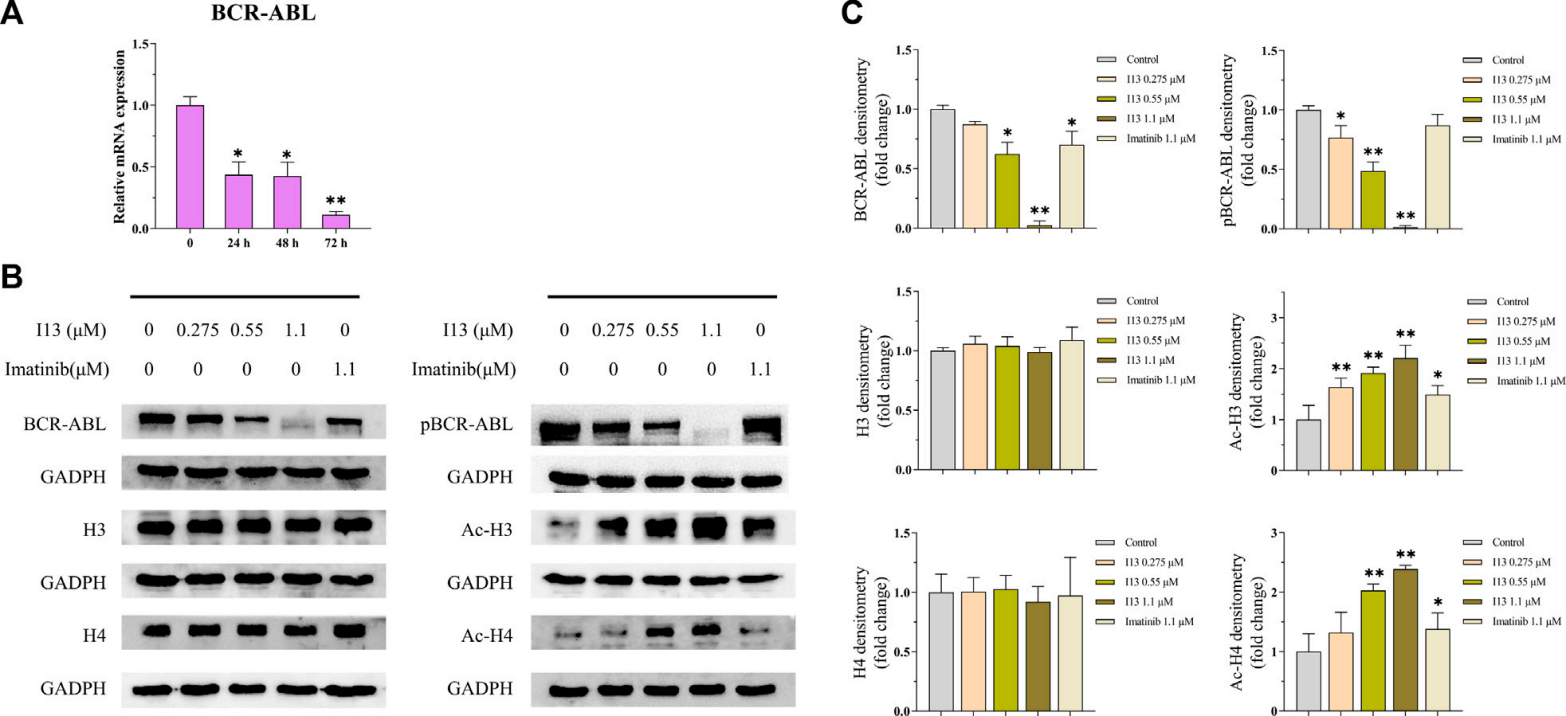
The effects of I13 on the mRNA and protein expression levels of differentiation-related genes in BaF3-T315I cells. **(A)** Quantitative real-time PCR analysis of mRNA expression level of BCR-ABL. The cells were exposed to 1.1 µM of I13 for 24, 48, or 72 h. **(B)** Immunoblotting analysis of BCR-ABL, p-BCR-ABL, H3, Ac-H3, H4, and Ac-H4. **(C)** The bar graph shows the intensity of the protein band quantified by AI600 images. The cells were exposed to 0.275, 0.55, and 1.1 µM of I13 or 1.1 µM of imatinib for 72 h (*p < 0.05, **p < 0.01).

Considering that I13 is a promising HDAC inhibitor with significant inhibitory activity against the HDAC1 and HDAC3 enzymes (Chen et al., 2021), we determined the HDAC inhibition effect of I13 based on the protein level of the acetylation of histones H3 and H4 (Ac-H3 and Ac-H4) in BaF3-T315I cells. It can be seen from Figures 7B, C that the I13 treatment significantly elevated the expression of Ac-H3 and Ac-H4 in the BaF3-T315I cells; however, the imatinib treatment did not demonstrate significant HDAC inhibition activity.

## Discussion

CML is a myeloproliferative malignancy caused by the BCR-ABL fusion gene, which is the product of the translocation of the ABL gene located on 9q34 to the BCR gene on 22q11 (Mughal et al., 2007). CML occurs most frequently in middle-aged and older adults and represents 15%–20% of leukemias. In 2001, imatinib, the first generation of TKIs, became a great boon to CML patients. However, it was found that most patients developed resistance to imatinib, predominantly because of the mutation of the BCR-ABL kinase domain. Amongst these mutations, the T315I mutation is the most frequent one, and patients with this mutation have a poor prognosis (Jabbour et al., 2008; Wei et al., 2020). Accordingly, second-generation TKIs, such as dasatinib and nilotinib, and third-generation TKIs such as, ponatinib, have been developed (Miura, 2015; Saussele et al., 2020; Cortes and Lang, 2021); however, the T315I mutation also confers resistance to the second-generation TKIs. Ponatinib was approved by the US FDA in 2012 for the treatment of patients with the T315I mutation, but it was withdrawn from the US market for 7 weeks because of its severe toxic reactions (Moslehi and Deininger, 2015). With this background, asciminib was approved and used to treat patients who had the T315I mutation or failed the two prior TKIs in 2021. Though asciminib is a potent, orally bioavailable drug, it is inevitable that it will bring adverse reactions. In our previous study (Ma et al., 2022), it was found that I13, a HDAC inhibitor, induced the differentiation of acute myeloid leukemia cells and inhibited cell proliferation. Herein, we present that I13 could overcome the differentiation block in CML cells harboring T315I-mutated BCR-ABL and wild-type BCR-ABL, characterized by the changed morphology and increased expression of CD11b, CD13, CD14, or CD15. Therefore, I13 markedly inhibits the proliferation activity and colony-forming capacity of BaF3-T315I, K562, and BaF3-WT cells through G0/G1 exit. In brief, I13 possesses a significant inhibitive effect on the cell proliferation of CML cells harboring T315I-mutated BCR-ABL and wild-type BCR-ABL by inducing cell differentiation.

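The genes of the chronic myeloid leukemia pathway were summarised with a list of 76 genes written by hand, which is not KEGG's own list. It mixes genes that drive the pathway with genes that restrain it, so its mean change does not measure whether the pathway was inhibited. Of these genes, 69 were tested, and 34 of the 69 were higher after I13. The mean log2 fold change of the list lay 0.03 above that of the other genes (adjusted p = 0.831 from limma's camera, over 5 lists). At an unadjusted p below 0.05 were 31.9% of the list's genes, against 18.6% of all genes tested. Without I13 replicate 1 these shares were 14.5% and 12.2%, and without I13 replicate 2 they were 18.8% and 14.0%. With any other sample left out, the list's share ran from 21.7% to 31.9%, and that of all genes from 13.1% to 20.4%. None of the list's genes passed both thresholds. With the replicate block 1 did, where 1.3 were expected by chance (Fisher's exact test, one-sided, p = 0.733). With the block and voom on the recovered fragments, a setting chosen after seeing the data, 6 did against 2.85 expected (Fisher's exact test, one-sided, p = 0.0653), and 15 against 8.5 expected had an adjusted p below 0.05 (Fisher's exact test, one-sided, p = 0.0199). The list holds all 9 genes that the paper chose on these samples. Among its other 60 genes, 21.7% had an unadjusted p below 0.05 without the block, and with the block and voom 7 had an adjusted p below 0.05 against 7.4 expected. Taking out genes that were chosen for their change lowers these values by design. They therefore do not count against an excess in the whole list. The paper attributes the differentiation of the cells to inhibition of this pathway.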

As shown in Figure 6C, the cell differentiation of BaF3-T315I induced by I13 was attributed to the inhibition of the chronic myeloid leukemia signaling pathway, which was involved in BCR-ABL regulation (https://www.kegg.jp/pathway/map05220). Moreover, I13 treatment markedly decreased both the mRNA and protein expression level of BCR-ABL (Figure 7). Additionally, it was reported that transient silencing of BCR-ABL or BCR-ABL deficiency can induce the differentiation of CML cells, resulting in cell cycle arrest and the inhibition of cell proliferation (Brozik et al., 2006; Rangatia and Bonnet, 2006; Morceau et al., 2008). Hence, the suppression of the proliferation of BaF3-T315I cells by cell differentiation induced by I13 may be originated from the repression of the chronic myeloid leukemia signaling pathway *via* the modulation of BCR-ABL.

It has been demonstrated that the increased acetylation of histones represses transcription (Marks et al., 2000). We demonstrated that exposure to I13 increased the Ac-H3 and Ac-H4 levels and depleted the BCR-ABL mRNA and protein expression levels in BaF3-T315I cells. This result was in accordance with the report that HDACi, such as SAHA and LAQ824, were shown to inhibit BCR-ABL expression at both the mRNA and protein level in CML cells, paralleled by the increased acetylation of histone H3 levels (Nimmanapalli et al., 2003a; Nimmanapalli et al., 2003b). Moreover, it has been reported that BCR-ABL expression is regulated by global hyperacetylation (Brusa et al., 2006). Therefore, we suggest that the I13-mediated decline in the BCR-ABL protein levels of BCR-ABL may be due to its HDAC inhibitory activity. To conclude, the cell differentiation induced by I13 is likely due to the block of the chronic myeloid leukemia signaling pathway *via* the modulation of BCR-ABL, which is mediated by the inhibition of HDAC activity and presented by the increase of the acetylation of histones H3 and H4 in CML cells harboring BCR-ABL-T315I. These findings indicate that I13 could be a potential epigenetic drug that is worth further investigation through *in vivo* studies. However, the current BCR-ABL-targeted therapies do not target BCR-ABL leukemic stem cells (LSCs). Hence, for future perspectives for CML management, it is necessary to focus on the development of an effective therapeutic approach to target persistent CML leukemic stem cells, which drive the CML and are insensitive to current drugs such as TKIs, thus leading to a long-term treatment for CML patients.

Collectively, I13 possesses an interesting property that makes it a promising compound for further investigation in order to potentially overcome the current limitations of CML therapy caused by the BCR-ABL-T315I mutation. First, I13 produces a marked effect in cells that are resistant to imatinib or other TKIs caused by the BCR-ABL-T315 mechanism. Second, I13 efficiently depletes BCR-ABL, which blocks its function as a scaffold protein that modulates the chronic myeloid leukemia signaling pathway mediating cell differentiation. Third, to be clinically relevant, I13 exerts an antitumoral effect on imatinib-resistant CML cells, demonstrating that it could be a potential epigenetic drug for the development of a CML therapy that can overcome resistance mediated by the BCR-ABL-T315 mutation.

## Data Availability

The data presented in the study are deposited in the NCBI repository, accession number is GSE 225777.

How the deposited data were processed for this re-analysis (not part of the article)

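The mRNA of murine BaF3-T315I cells was sequenced in 3 control samples and 3 samples exposed to 1.1 µM of I13 for 48 h. The time of the control is not given in the sample labels. Samples were assigned to conditions and replicate numbers from the labels, which name the organism as human, whereas the paper calls the cells murine and the genes listed are mouse genes. The values were used as mouse genes.

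The authors deposited FPKM values, normalized for gene length and for the mapped fragments of each library, without pooling of replicates and with no scaling between samples stated. One table held 22413 genes, none of them at 0 in all samples, and 0 columns of per-sample values were left without a sample. The paper's text does not name the aligner, the counting program, the genome build, the annotation or the test for differential expression. No mouse genome was used here, so no coordinates or GC contents are given.

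The FPKM values were turned back into fragments by finding the whole gene length and whole fragment numbers that give the values of all 6 samples. This held within a tolerance of 0.03 fragments for 22401 genes and failed for 12. For 591 genes the whole numbers in proportion to the values were multiplied to give a whole length. On simulated values of 5782 genes, 98.89% were recovered exactly. The library totals, from 16762119 to 17722950 fragments, set the precision of the low genes. Intervals were not computed for them.

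The main comparison used limma 3.58.1 in R 4.3.3 on log2(FPKM + 0.1), with eBayes and a trend on mean expression, in the 12163 genes with a mean FPKM of at least 0.5 over all samples. Thresholds were an adjusted p of 0.05 by the Benjamini-Hochberg method and an absolute log2 fold change of 0.58. On simulated data with 194 genes changed by a log2 fold change of 1, this comparison called 138 (71.1%), together with 10 unchanged genes among 12154 tested, and with the replicate block it called 122 (62.9%), together with 18 unchanged genes. The simulated noise was independent between genes and samples, while the real samples share variation across genes. These shares therefore do not give the power of the real comparison.

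Whether the replicate numbers pair the samples was checked from the deviations of each sample from its group mean. The correlations across genes of same-numbered samples were 0.15, 0.30 and 0.22 for replicates 1, 2 and 3, and those of differently numbered samples lay between -0.26 and 0.05. Every same-number correlation was above 0.1, so the numbers were taken to pair the samples. The pairing comes from the replicate numbers in the labels and from this check; neither the paper nor the labels say that a number marks a shared batch or day. Deviations within a group sum to 0, which pushes the correlations of differently numbered samples below 0.

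The genes named are the 9 that the paper lists for the chronic myeloid leukemia pathway, Bcr, Abl1, Gapdh, Hdac1, Hdac3 and the genes of the surface antigens, and the 5 elevated and 5 decreased genes with the largest change among those called whose groups do not overlap and whose mean FPKM is at least 1. Only 4 elevated and 1 decreased gene met that rule. Itgam, Cd14 and Fut4 are not analysed here. Lists of genes for the pathway, for S phase, for G2/M (both from the Seurat package), for oxidative phosphorylation and for histones were tested with camera at a preset correlation of 0.01, with fry and an estimated correlation as alternatives. These lists, the paper's genes, the rule for the called genes, the comparison and its alternatives were set before the data were examined. The called genes that met the rule were picked by their own result. The alternatives were other pseudocounts, other filters, other scalings, other settings of eBayes, the replicate block, other forms of the fold change threshold and leaving out each sample in turn. A list of lysosomal genes, voom on the recovered fragments, a correction for gene length by a loess curve of span 0.5 in each library, a term for the FPKM total of the library, and leaving out each pair in the fit with the block were chosen after seeing the data. The term for the FPKM total was not the total itself but whether it lay above the median. It parted control replicates 1 and 3 and I13 replicate 3 from the other samples. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.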

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

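The tests on these genes were chosen after their changes were seen, except the one for library totals.

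Among genes that the paper does not discuss, Gm12606, Ccr1, Mir674 and Ggh were above the level of the controls in every I13 sample, with log2 fold changes of 2.70, 2.60, 1.80 and 1.13. In the fit without the block, no sample could be left out without the adjusted p of each rising above 0.05. With the replicate block and all samples, the adjusted p of all 4 genes was below 0.05. Without both samples of replicate 1, the blocked fit gave an adjusted p from limma of 0.0319 for Gm12606 and for Ccr1. It gave 0.0481 for Mir674 and 0.0594 for Ggh. Without those of replicate 2 or of replicate 3, all 4 were above 0.05 in the blocked fit. After removal of each library's trend with gene length the lowest of the 4 log2 fold changes was 1.13, and under median-ratio scaling it was 1.15, which argues against a length trend or a difference in library totals as the whole cause. Under median-ratio scaling only 2 genes were called. For Gm12606, Ccr1 and Ggh the fragments in the control and I13 groups were too unequal for counting noise, with a largest exact binomial p, multiplied by the 12163 genes tested, of 1.21e-56. That test covers counting noise only, not variation between cultures. For Mir674, with 10 against 35 fragments, the exact binomial p was 0.000138. This lies under the limit of 0.001 set for it, but that limit did not allow for the gene being chosen among 12163. Multiplied by that number the p was 1, so counting noise and a change cannot be told apart for Mir674, since too few fragments were counted. Fragments shared with overlapping genes were not tested. A response to I13 stays open for the other 3 genes, as a hypothesis found and tested on the same data.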

How the results depend on the processing

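The voom, length-correction and FPKM-total settings named here were chosen after seeing the data.

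The replicate numbers were taken to pair the samples, which neither the paper nor the labels state. The block moved the counts strongly, so these counts rest on that assumption. With the replicate block, 166 genes were elevated, 64 were decreased and 364 had an adjusted p below 0.05, against 4, 1 and 5 without it, and 1 of the 9 named pathway genes was called, against 0. A correction for gene length beside the block gave 165, 77, 342 and 1. With the block and voom on the recovered fragments they were 375, 128, 1505 and 5, while voom without the block called 5 elevated and 1 decreased gene. The genes called with the block and with voom and the block shared 217 genes. Of the single genes named, the block brought 4 past an adjusted p of 0.05, Mdm2, Tgfbr1, Ctbp1 and Cdk4, and it changed no other call. In simulated data without pair effects the block did not raise the number of changed genes called (122 against 138), but it called 18 unchanged genes against 10. The blocked fit leaves 2 residual degrees of freedom, and 1 when a pair is left out. Without both samples of replicate 1, the blocked fit gave these counts: 78 genes were elevated, 5 were decreased and 85 had an adjusted p below 0.05, and 1 named pathway gene was called. Without those of replicate 2 or of replicate 3, these counts were 0, with 1638 and 3160 genes at an unadjusted p below 0.05. The fewer samples lower the power of these fits, which were chosen after seeing the data.

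With a pseudocount of 0.01, with median-ratio scaling and with quantile normalization, 2 genes were elevated, 0 decreased and 2 had an adjusted p below 0.05. Without a filter and with eBayes without a trend, 3 genes were decreased and 8 had an adjusted p below 0.05. With a term for the FPKM total, 18 genes were elevated, 2 were decreased and 21 had an adjusted p below 0.05. When the fold change threshold was tested with treat, 0 genes were elevated and 0 decreased. Under the 6 fits that each left out one sample, the elevated, decreased and adjusted p counts each ran from 0 to 0, with 1478 to 2482 genes at an unadjusted p below 0.05. The smaller number of samples lowers the power of those fits. For the other settings the cause was not tested.

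The lower oxidative phosphorylation genes kept their direction under every alternative, but their mean shift of -0.174 had an adjusted p of 2.1e-06 with camera's preset correlation, 0.652 with the estimated correlation and 0.0775 with fry. The S phase shift of 0.035 ran from -0.037 to 0.107 when one sample was left out, negative without control replicate 1 or I13 replicate 2 and with an adjusted p of 0.0257 without I13 replicate 3. The G2/M shift of -0.04 ran from -0.096 to 0.054, positive without control replicate 2 or I13 replicate 3. With a term for the FPKM total the shifts were -0.037 for S phase and -0.112 for G2/M, the latter with an adjusted p of 0.0206. With the block, the S phase shift was -0.051 without replicate 1 and 0.109 without replicate 3 (adjusted p = 0.0127 from limma's camera), and the G2/M shift was 0.019 without replicate 3. The cause was not tested. The log2 fold change of Hdac1 ran from -0.10 to 0.001 when one sample was left out. Over the 19 single genes named and the alternatives set before the data were examined, 45 other comparisons fell short of the threshold, all for the 5 genes called, and 254 did not change.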

Differences from the paper's values

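The paper reports 234 elevated genes, and 4 were found. The paper reports 81 decreased genes, and 1 was found. With the replicate block, 166 genes were elevated and 64 decreased, both within 1.5 times the paper's values. None of the other alternatives set before the data were examined came within that range, with at most 5 elevated and 3 decreased genes. With the block and a length correction, chosen after seeing the values, 165 genes were elevated and 77 decreased, and with the block and voom on the recovered fragments, also chosen after seeing the values, 375 and 128, more than 1.5 times the paper's values. When any 1 pair was left out of the blocked fit, also chosen after seeing the values, at most 78 genes were elevated and 5 decreased.

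The chronic myeloid leukemia term holds about 9 genes in Fig. 6C, read by eye, and 0 of the 9 genes that the paper lists for it were called here. With the replicate block 1 was called, Mdm2, and none of the alternatives set before the data were examined closed the gap. With the block and voom on the recovered fragments, chosen after seeing the values, 5 were called: Cdkn2a, Gadd45b, Gadd45g, Mdm2 and Rb1.

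The paper lists Cdk4, Ctbp1, Polk and Tgfbr1 among its enriched genes. Their log2 fold changes were -0.47, -0.43, 0.48 and 0.56, smaller in size than the paper's threshold of 0.58. Tgfbr1 reached the threshold under median-ratio scaling (0.583) and with the FPKM rescaled to TPM (0.596). It also did so without control replicate 3 (0.691) and without I13 replicate 1 (0.731). Among the settings chosen after seeing the values, it did so with a term for the FPKM total (0.602). The blocked fits without replicate 1 (0.589) and without replicate 3 (0.6), also chosen then, gave the same. The adjusted p of Tgfbr1 was not below 0.05 in any of these. Polk reached the threshold only in the blocked fit without replicate 3 (0.618), where its adjusted p was not below 0.05.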

Other observations

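The lysosomal list, the correction for gene length, the term for the FPKM total and the comparisons with other splits of the samples were chosen after seeing the data.

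Of the 10 splits of the 6 samples into groups of 3, only the real split (1 of 10) gave as many as 5 genes past both thresholds. Because 3 against 3 allows no smaller share than 1 in 10, the count cannot be told apart from a chance arrangement at the usual level. Among the 4 splits that part all 3 pairs, only the real one (1 of 4) gave as many as 230 genes with the replicate block, and the other 3 gave 0. They differ from the real split in exchanging the members of 1 pair. Each had fewer genes at an unadjusted p below 0.05 (135 to 310) than the 608 that chance gives, since the exchanged pair carries the difference between the conditions into the spread. The elevated genes were 72.2% of those called with the block, and 68.2% after removal of each library's trend with gene length, which argues against that trend as the whole cause of the excess. The lowest correlation of same-numbered samples was 0.15 before and 0.15 after that removal, which argues against a length trend as the whole cause of the pairing.

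A second division of the samples was almost as wide as the one between the conditions. Control replicates 1 and 3 and I13 replicate 3 differed from the other 3 samples in 2228 genes at an unadjusted p below 0.05, against 2266 for I13 against control, although none passed both thresholds. The same 3 samples had the higher FPKM sums (361562 to 367952, against 345115 to 353052) and fewer genes above 0 (17832 to 18058, against 18155 to 18563). After removal of each library's trend with gene length 1934 genes were left, and under median-ratio scaling 2100, more than 2 times the 608 that chance gives, so neither a length trend nor library totals account for the whole of it. No batch is given in the labels or the paper, and no biological explanation was tested. The term for the FPKM total, whether it lay above the median, is the same as this second division and was chosen after seeing the data. With that term in the comparison of I13 and control, 18 genes were elevated and 2 decreased.

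Of the 93 oxidative phosphorylation genes tested, only 22 were higher after I13, with a mean shift of -0.174. Fig. 6C lists the term without a direction. The list was lower under every scaling, and the shift was -0.159 after removal of the length trend, which argues against that trend as the whole cause. The shift was -0.114 without control replicate 1. The real split shifted the list farthest (1 of 10), but the split that sets control replicates 1 and 2 and I13 replicate 3 against the others, which also parts all 3 pairs, shifted it by -0.171. The estimated correlation and fry did not give an adjusted p below 0.05.

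Ggh is a lysosomal enzyme gene, and Lgmn and Ctsc, chosen after their values were seen, also rose. A list of other lysosomal genes was therefore tested as a hypothesis; Fig. 6C also lists a lysosome term. Of its 54 genes tested, 46 were higher after I13, with a mean shift of 0.364. The camera p was 1.4e-07 at the preset correlation. Without the block fry gave 0.204 and the estimated correlation 0.311; with the replicate block they gave 0.0533 and 0.214. With the term for the FPKM total they gave 0.03 and 0.134. In all, 3 of 10 splits shifted the list as far, and the other 2 of these part only 1 pair. Among the 4 splits that part all 3 pairs only the real one did (1 of 4), and the others shifted the list by 0.07, 0.04 and -0.254. The shift was 0.164 without I13 replicate 3 and 0.209 without control replicate 2. With any other sample left out it ran from 0.358 to 0.525. In the blocked fit it was 0.464, 0.303 and 0.326 without both samples of replicate 1, 2 and 3. It was 0.367 after removal of the length trend, which argues against that trend as the whole cause. A rise of lysosomal genes and a variation they share between samples cannot be told apart here, because of the tests that allow for correlation between genes only fry with the term for the FPKM total fell below 0.05, and the splits are too few.

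The S phase list (mean shift 0.035), the G2/M list (-0.04) and the histone list (0.21) each had an adjusted p of 0.638 from camera. Of the 21 histone genes tested, 11 were higher after I13, with a median log2 fold change of 0.011. The histone shift was 0.097 with a pseudocount of 1. In the blocked fit it was 0.344, 0.185 and 0.102 without both samples of replicate 1, 2 and 3. For the chronic myeloid leukemia, S phase, G2/M and histone lists, 5, 7, 8 and 2 of the 10 splits shifted the list as far, and 1, 3, 3 and 2 of the 4 splits that part all 3 pairs. The paper reports G0/G1 accumulation of these cells by flow cytometry.

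The paper measured BCR-ABL mRNA by quantitative PCR. In the sequenced samples Bcr was at 4.40 ± 0.851 FPKM in the control and 2.83 ± 0.829 FPKM after I13 (SD, n = 3 each), lower in each of the 3 pairs. Its log2 fold change was -0.64 (adjusted p = 0.211 from limma, and 0.0623 with the block). With the block and voom on the recovered fragments, chosen after seeing the data, it was -0.65 (adjusted p = 0.0112 from limma), which passes both thresholds. Over all settings tried the adjusted p of Bcr ran from 0.0112 to 0.469. Abl1 fell from 11.4 ± 1.14 to 9.46 ± 0.254 FPKM (SD, n = 3 each), a log2 fold change of -0.26 (adjusted p = 0.246 from limma). Whether fragments of the transfected BCR-ABL were counted on these mouse genes was not tested. Gapdh, the reference of the PCR, was at 14.2 ± 0.481 FPKM in the control and 12.9 ± 2.07 FPKM after I13 (SD, n = 3 each). Its log2 fold change was -0.15 (adjusted p = 0.565 from limma). Whether its fragments were shared with near-identical pseudogenes was not tested, so these values do not show that the reference was stable. Hdac1 and Hdac3, whose products I13 inhibits, had log2 fold changes of -0.05 and -0.23 (adjusted p = 0.781 and 0.295 from limma). Of the surface antigen genes, Anpep (CD13) was listed at 0.0546, 0 and 0.0274 FPKM in the controls and 0.0686, 0.0144 and 0.332 FPKM in I13 replicates 1, 2 and 3, a mean below the limit for testing. It was tested only in the fit without a filter on low values, where it did not pass both thresholds.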
